# Embryonic Stem Cells Derived from In Vivo or In Vitro-Generated Murine Blastocysts Display Similar Transcriptome and Differentiation Potential

**DOI:** 10.1371/journal.pone.0117422

**Published:** 2015-02-27

**Authors:** Rhodel K. Simbulan, Marlea Di Santo, Xiaowei Liu, Wingka Lin, Annemarie Donjacour, Emin Maltepe, Archana Shenoy, Andrea Borini, Paolo Rinaudo

## Abstract

The use of assisted reproductive technologies (ART) such as in vitro fertilization (IVF) has resulted in the birth of more than 5 million children. While children conceived by these technologies are generally healthy, there is conflicting evidence suggesting an increase in adult-onset complications like glucose intolerance and high blood pressure in IVF children. Animal models indicate similar potential risks. It remains unclear what molecular mechanisms may be operating during in vitro culture to predispose the embryo to these diseases. One of the limitations faced by investigators is the paucity of the material in the preimplantation embryo to test for molecular analysis. To address this problem, we generated mouse embryonic stem cells (mESC) from blastocysts conceived after natural mating (mESC_FB_) or after IVF, using optimal (KSOM + 5% O_2_; mESC_KAA_) and suboptimal (Whitten’s Medium, + 20% O_2_, mESC_WM_) conditions. All three groups of embryos showed similar behavior during both derivation and differentiation into their respective mESC lines. Unsupervised hierarchical clustering of microarray data showed that blastocyst culture does not affect the transcriptome of derived mESCs. Transcriptomic changes previously observed in the inner cell mass (ICM) of embryos derived in the same conditions were not present in mESCs, regardless of method of conception or culture medium, suggesting that mESC do not fully maintain a memory of the events occurring prior to their derivation. We conclude that the fertilization method or culture media used to generate blastocysts does not affect differentiation potential, morphology and transcriptome of mESCs.

## INTRODUCTION

Thirty-six years after the birth of Louis Brown more than 5 million children have been conceived with the use of ARTs [1]. The procedures are thought to be safe, although a series of obstetrical and perinatal complications have been described following its use [2,3]. Some human studies suggest an increase in long term complications in IVF children [4–6], but others do not [7]. Similarly, several long term health complications such as hypertension, behavioral abnormalities, and glucose intolerance have been described in adult IVF offspring in mice [8–12].

One explanation of how stress during early development may affect long-term health is provided by the developmental origin of health and disease hypothesis (DOHaD) [13]. This theory holds that the embryo or fetus, when exposed to environmental stress, alters its developmental strategy, e.g. gene expression pattern or epigenetic marks, to adapt to the stressful stimulus. The net result is survival but with a predisposition to long term health problems [14]. It is therefore apparent that having a clear understanding of the molecular pathways that are altered at the time of a stressful stimulus could provide important clues about future health of the organism. Analysis of gene expression in IVF and naturally conceived mouse blastocysts has revealed multiple gene expression differences [15–19]. Further, epigenetic differences are thought to be induced by preimplantation embryo culture [20]. However, one of the technical problems faced by investigators is the paucity of tissue available for molecular studies present at the blastocyst stage. The derivation of mouse embryonic stem cells (mESC) from blastocysts would represent a potential solution to this problem. Embryonic stem cells are pluripotent cells that maintain, long-term, the capacity both for self-renewal and differentiation when subjected to the appropriate conditions [21]. The ability of ESCs to divide indefinitely provides an ideal system for the study of early development pathways and offers a potentially unlimited source of cells for complex molecular and epigenetic studies. However, in order to be useful for studies on the mechanism of ART-related changes, embryonic stem cells would need to retain a molecular memory of their original embryo culture environment.

We have recently found that adult mouse offspring generated following transfer of in vivo blastocyst or transfer of in vitro fertilization (IVF) blastocysts cultured in 2 different conditions [optimal conditions (KSOM medium with amino acids IVF_KAA_) or suboptimal conditions (Whitten’s medium)] have different growth patterns and different abilities to handle glucose [22,23]. This suggests that the adult organism maintains a memory of the preimplantation conditions. The aim of this study was to establish an ESC line that faithfully replicated the specific differentiation state of the IVF embryos, and that continually maintained that state. Such lines could be used to study the molecular and epigenetic effects of IVF instead of constantly having to generate a large number of IVF blastocysts. mESC were derived from blastocysts flushed out of the uterus (mESC_FB_, control) or from blastocysts generated by IVF. IVF blastocysts were generated following culture in two different conditions: one thought to be optimal for mouse preimplantation embryo development (mESC_KAA_) and an older medium that is thought to be suboptimal (mESC_WM_). These conditions are widely used in preimplantation embryo culture [20,24]. We compared derivation, proliferation, differentiation and gene expression of the 3 groups of mESC. Our results indicated that IVF does not impact the derivation of mESC and these stem cells do not retain a transcriptomic memory of their preimplantation environment. Further, a comparison of significant genes indicate no overlap in changes seen in the mESC transcriptomes and the transcriptome of the corresponding ICM isolated directly from embryos.

## METHODS

### Animals

All experiments were approved by the Institutional Animal Care and Use Committee of the University of California San Francisco. Animals were provided with nesting material and housed in cages maintained in a constant 12h light/dark cycle at room temperature, with free access to standard chow and tap water. For euthanasia, animals were deeply anesthetized with CO_2_ followed by cervical dislocation.

### *In vitro* fertilization (IVF)

We employed the use of two conditions to assess the influence of culture on the derivation of embryonic stem cells: an optimal culture condition using K^+^ simplex optimized medium with amino acids and 5% O_2_ (IVF_KAA_) and a suboptimal condition using Whitten’s Medium and 20% O_2_ (IVF_WM_). IVF was performed as previously described [19]. Briefly, 6 to 8-week old C57BL/6J female mice were injected with 5 IU pregnant mare serum gonadotropin and with 5 IU human chorionic gonadotropin (hCG) 42–46h later. Oocyte complexes were collected from the ampullae of females 13–15h post-hCG injection and co-incubated with sperm collected from the cauda epididymis of male C57BL/6J mice for 4–6h in the IVF condition described above and washed with fresh media prior to culturing to the blastocyst stage for an additional four days. Control *in vivo* embryos were gathered by mating PMSG and hCG-injected females with males. The presence of a copulation plug the following morning was considered evidence of mating (embryonic day, E0.5). At E3.5, late cavitating blastocysts were flushed out from the uterus of the pregnant female (FB group).

### mESC derivation and culture

mESC derivation was conducted as described, using commercially available reagents [25]. Briefly, E12.5 CF-1 mouse embryonic fibroblasts (MEFs, GlobalStem) were plated on 24-well culture plates the day prior to derivation. Individual late-cavitating blastocysts of similar morphology from each experimental group were transferred onto MEFs in KnockOut DMEM medium (Gibco) supplemented with 15% fetal bovine serum (Hyclone), 1X penicillin/streptomycin, 2mM L-glutamine, 1X non-essential amino acids, 1X β-mercaptoethanol, 1000 U/ml recombinant mouse leukemia inhibitory factor (LIF, Millipore) and 2i, the differentiation inhibitors (30mM CHIR99021 and 10mM PD0325901, Stemgent). The blastocysts were cultured under 20% O_2_ and 5% C0_2_ at 37°C and allowed to attach onto supportive MEFs, hatch and expand without experimental interference for 8 days, though media was changed every two days. After trypsinization, equal cell concentrations were plated onto 12-well culture plates (Corning) and the number of days to reach confluence, the doubling time and percent cell attachment were monitored. The morning after seeding, 100μl of the media was sampled and the number of unattached cells was counted. Derived lines were passaged, via trypsinization, onto a 12-well plate coated with MEFs. Colonies resembling known ESC morphology were detected two days after trypsinization [26]. Cells were allowed to expand and passaged to a 6-well plate coated with MEFs upon development to approximately 70% confluence. Passage number, cell concentration seeded and total cell number upon confluence were recorded. To eliminate the MEFs from mESC culture once the mESC were established, cells were plated onto gelatin-coated 6-well plates for three passages starting from passage 5 [27]. At the eighth passage, plates were examined microscopically to observe whether any feeder cells remained.

### Cell proliferation

To calculate the doubling time, 0.5x10^6^ mESC were plated onto 35mm plates and counted upon reaching approximately 70% confluence. The doubling time of the population was calculated using the equation Y_end_ = Y_start_ x 2^(t/T)^ where T is the doubling time, Y_start_ is the initial concentration of cells, Y_end_ is the final concentration of cells after a period of time, (t). Each line was counted a minimum of three times and the values were averaged [28].

### Sexing of different stem cells

Genomic DNA (gDNA) was extracted from mESC using a QIAamp DNA Mini Kit and performed according to manufacturer’s protocol (Qiagen). 2μl of gDNA was mixed in 1 μl of SRY Primer (F: 5’-TGG GAC TGG TGA CAA TTG TC-3’ R: 5’-GAG TAC AGG TGT GCA GCT CT-3’), 1 μl of IL-3 for internal DNA control (F: 5’- GGG ACT CCA AGC TTC AAT CA-3’ R: 5’-TGG AGG AGG AAG AAA AGC AA-3’), 12.5 μl of 2x PCR Mix (Invitrogen) and 9.5 μl of water for a total of 25 μl reaction. The PCR product was run on a 2% agarose gel mixed with 5 ng of ethidium bromide (Invitrogen) and visualized under UV. The presence of both SRY and IL-3 bands indicated male lines and a single IL-3 band were female lines.

### Affymetrix microarray and analysis

Cells were collected at the eighth passage for microarray analysis. To eliminate the effect of sex as a variable from the analysis, we considered only female lines for this experiment. Total RNA was isolated from three female lines per experimental condition using RNeasy Mini Kit (Qiagen, Valencia, CA) according to manufacturer’s instructions, as previously published [15,17,19]. A total of nine independent biological samples, three per group, were analyzed. RNA concentration was analyzed by spectrophotometry (NanoDrop, Wilmington, DE) and quality was assessed using Agilent Bioanalyzer (Agilent Technologies Inc, Santa Clara, CA). Each sample was diluted to 5 ng/μl and submitted to the Genomic Core Facility of University of California San Francisco for GeneChip hybridization. The samples were hybridized to Affymetrix Mouse Gene 1.0 ST arrays.

To compare the extent of gene overlap between ICM and mESC, we re-analyzed data from a previous microarray experiment, where we analyzed gene differences between ICM derived from in vivo embryo (ICM_vivo_) or from IVF embryos cultured in WM (ICM_WM_) [15]. The ICM were collected from outbred blastocysts (CF-1 x B6D2F1/J) and analyzed using Affymetrix 430 2.0 GeneChip [15]. Because the Affymetrix platforms were different, we could not perform direct comparisons; however, since data analysis was similar, we compared how many genes were in common in the comparisons 1) ICM_FB_ and ICM_WM_ versus 2) mESC_FB_ and mESC_WM_.

### Differentiation of mESC

To study spontaneous differentiation, cells frozen at the seventh passage were thawed, plated in duplicate in 35 mm dishes, and cultured for an additional five passages. LIF was then removed from the culture medium and the medium was changed daily. ESCs were photographed during the thirteenth passage at 72 and 120 hours post-LIF removal and the extent of embryoid body formation was noted. Cells were collected at both time points for the analysis of lineage markers.

### Alkaline phosphatase assay

Alkaline phosphatase (AP) activity of undifferentiated mESC was detected using the Alkaline Phosphatase Staining Kit II (Stemgent), according to manufacturer’s instructions. Lines were examined and photographed under brightfield microscope (S1 Fig.).

### Gene expression analysis

Total RNA was isolated from cells collected in the differentiation study using RNeasy Mini Kit. Reverse transcription was performed through the use of a commercially available first strand cDNA synthesis kit (iScript cDNA, Bio-Rad Laboratories, Hercules, CA) according to manufacturer’s instruction. Real-time quantitative PCR was performed in duplicate using SyBr green PCR supermix (Bio-Rad Laboratories) for markers the following lineage markers: endoderm- *Gata6*, *Pdgfrα*, *Dkk1* [29]; mesoderm- *T*, *Lefty2*, *Meox1* [30]; ectoderm- *Pax6*, *Otx2*, *Fgf5* [31]; pluripotency- *Oct4*, *Sox2*, *Nanog*, *Rex1*, *Klf2* [32] and *β-actin* served as the internal control. Primers were a gift from the laboratory of Dr. Robert Blelloch at University of California, San Francisco. The data were analyzed within the log-linear phase of the amplification curve for each gene, using the comparative threshold cycle method for quantification (Bio-Rad Laboratories). Microarray gene expression data were validated by PCR using 9 genes (S2 Fig.). All the genes tested recapitulated the microarray data.

### Statistics

To determine statistically significant changes in gene expression, analysis of the microarray data was performed using R software version 3.1.0 along with the appropriate Bioconductor (http://www.bioconductor.org/) packages as we have previously described [15]. To remove all possible sources of variation of a non-biological origin between arrays, densitometry values between arrays were normalized using the RMA (robust multiarray) normalization function implemented in the Bioconductor affylmGUI. Statistically significant differences between groups were identified using the rank product non-parametric test implemented in the Bioconductor Rank-Prod package. In fact, applying a Student’s t-test with such a limited number of samples (three in each experimental group) is inappropriate as the obtained statistical significance is not robust and the mean and the standard deviation could be easily biased by outliers. We therefore carried out a non-parametric statistical test as a rough filter to narrow down the list of most relevant genes [33]. This non-parametric method is highly efficient, robust and widely used for microarray data analysis [34]. The Rank Product method has proven to be superior to other statistical methods for microarray data analysis in our and other authors’ experience [35]. Moreover, the rank product approach includes a multiple hypothesis test for raw P-value correction to ascertain a false positive rate similar to false discovery rate correction. Data of the microarray are available at the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo).

For Gene ontology (GO) analysis, statistically significant genes were classified into known GO using WEB-based Gene SeT AnaLysis Toolkit (WebGestalt, http://bioinfo.vanderbilt.edu/webgestalt/) to interpret biological functions of genes identified in response to the effect of embryo culture on mESC derivation. Genes represented on the Affymetrix Mouse Gene 1.0ST chip comprise the reference gene list. We restricted the analysis to a significance level of p<0.05 using the hypergeometric statistical method to evaluate the enrichment.

For the genes selected to analyze differentiation, gene expression analysis was performed using Prism5 (Graphpad). Values are presented as mean ± SD. One way ANOVA was used for statistical analysis and Tukey’s post correction was applied to control for multiple comparisons. P<0.05 was considered significant.

## RESULTS

### Mouse embryonic stem cell derivation is not different for IVF or in vivo blastocysts

Blastocysts obtained by flushing the uteri after spontaneous conception (FB) or after *in vitro* culture (IVF_KAA_, IVF_WM_) formed colonies similar in morphology with the same efficiency (Table 1). To assess the impact of embryo culture on the derivation of embryonic stem cells, we compared the growth of mESC after derivation over a period of 8 passages (Fig. 1). The number of days to reach 70% confluence (Fig. 1A), the percentage of cells that did not attach (Fig. 1B) and the doubling time (Fig. 1C) were not different among the groups.

**Table 1:** Total number of cell lines derived from blastocysts.

Condition	Total blastocysts used	Lines Generated	Percentage
**IVF**_**FB**_	62	8	12.90%
**IVF**_**KAA**_	62	10	16.13%
**IVF**_**WM**_	68	6	8.82%

**Fig 1:**
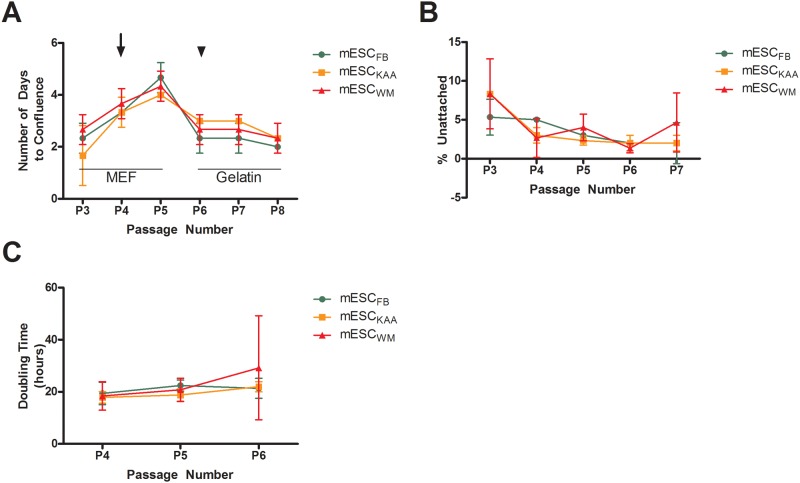
Growth analysis of mESC lines. All mESCs were maintained and seeded with equal cell concentrations on either a MEF feeder layers (Passage 3–5) or gelatin (Passage 6–8). (**A)** Days to confluence. The longer time to confluence in all cell lines on passage 5 (Fig. 1A) was secondary to use larger well size starting from passage 4 (cells were moved from a 24 well plate with a diameter of 15 mm on passage 1 to 3, to a 12 well plate with a diameter of 20 mm on passage 4 and 5 to a well plate with a diameter of 35 mm in passages 6–8). (**B**) Percentage unattached cells after 12h plating. (**C**) Doubling time. Arrow indicates passage to 12 well plates. Arrowhead indicates passage on gelatin.

### IVF culture conditions have a subtle influence on the mESC transcriptome

To ascertain if mESC maintained a memory of their preimplantation conditions, we performed analyses of gene expression utilizing unsupervised hierarchical clustering and principal component analysis (PCA). 

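Transcript levels were measured on Affymetrix Mouse Gene ST arrays in 9 mESC lines at passage 8, which the paper typed as female. There was 1 array per line, with 3 lines per group. The mESC_FB_ lines (FB1, FB2 and FB3) came from blastocysts flushed after natural mating. The mESC_KAA_ lines (KAA1, KAA2 and KAA3) came from IVF embryos cultured in KSOM with amino acids under 5% O2, and the mESC_WM_ lines (WM1, WM2 and WM3) from IVF embryos cultured in Whitten's medium under 20% O2. The authors made the values by RMA, which corrects the background, normalizes the arrays to each other and gives 1 log2 level per transcript cluster, a set of probes for 1 gene or for a few near-identical genes. The levels ran from 0.56 to 13. Of 35556 clusters, the 23410 to which the annotation assigns at least 1 gene were tested, and 21789 of these carry a single gene symbol. Differences between groups are differences of mean log2 levels, so that a value of 1 is a doubling. Each was tested with limma over all 9 lines (two-sided, Benjamini-Hochberg adjusted over the tested clusters) and with the rank product, the test that the methods of the paper name, in which a percentage of false positives (pfp) under 0.05 was taken as the threshold in each direction. In addition, 26 lists of genes fixed before the data were examined were tested with limma's camera, which asks whether the genes of a list lie higher or lower than all others, with a preset correlation of 0.01 between genes. The number of arrays limits the precision.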

Hierarchical clustering revealed that culture conditions did not systematically affect the transcriptome, as mESC derived from either IVF conditions did not segregate into distinct branches, instead clustering alongside control mESC_FB_ (Fig. 2A). 

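The lines lay close together within and between groups. FB1 was nearest to KAA1, with a Pearson's r of 0.996 across the tested transcript clusters, and FB3 was nearest to KAA3 (r of 0.995). With average linkage, these 4 lines formed a branch that was joined first by WM3, then by WM1 and then by KAA2, while FB2 and WM2 formed a pair apart from them. The number of groups whose lines formed a branch of their own was 0 of 3. For 3 of the 9 lines (FB2, KAA2 and WM2) the nearest line belonged to the same group, and for the other 6 it belonged to another group. The mean r was 0.9930 ± 0.0013 (SD, 9 pairs) within groups and 0.9926 ± 0.0015 (SD, 27 pairs) between groups, a difference smaller than the spread of the pairs. The pairs share lines, so this spread does not test whether the groups differ. Group membership accounted for 30.9% of the squared distances (1 minus Pearson's r) between lines, against a mean of 25% over the 280 ways to part 9 lines into 3 groups of 3 (one-sided exact permutation test, p = 0.139). Without FB1 this share was 41.7% (exact permutation test, p = 0.00714), and without WM3 a single group formed its own branch. With the replicate numbers of the lines as a block the share was 54.5%, against a mean of 43.6% over 36 arrangements. Its exact permutation p was 0.0278, the smallest possible, and 1 group formed its own branch. By the test set for them the numbers did not pair the lines. As 8 of 9 lines had their best partner under their own number, a pairing is not excluded.

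**Figure D1:**
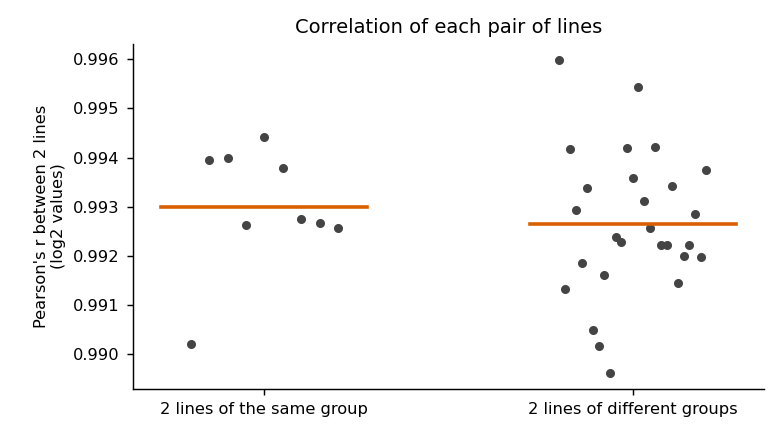
Pearson's r between each pair of lines over the tested transcript clusters, by group. The pair FB1 and KAA1 has the highest value (0.996), and pairs within and between groups overlap.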

Further visualization of the expression data by PCA confirms little variation in gene expression profiles of the samples according to the principal component percentages (Fig. 2B).

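The first principal component, with 21.7% of the variance, set FB2 (score 30.9) apart from FB1 (score -20.0) and KAA1 (score -16.0), so that its ends were held by lines of the same group. Among clusters with 1 gene symbol, Rpl39l, a paralog of a ribosomal protein gene, and AF067061 and Gm5662 of the 2-cell-like genes had the largest loadings towards FB2, and Srgn, which encodes a proteoglycan of secretory granules, and S100g, a calcium-binding protein, towards FB1. The next component, with 16.6% of the variance, set WM1 (score 26.2) and WM2 (score 20.0) apart from the other 7 lines, among them WM3 (score -1.45). Among its largest loadings, Srgn, the microRNA gene Mir363 and Spry4, an inhibitor of receptor tyrosine kinase signaling, pointed away from WM1 and WM2, and Gm5662 and Tnnc1, a troponin, towards them. The component after it, with 16.2%, set KAA2 (score 31.1) apart, with the immediate early genes Fosb and Fos among its largest loadings. The groups accounted for 12.4%, 68.5% and 44.6% of the variance along these 3 components, in that order. By exact permutation over the partitions of the lines the one-sided p was 0.707, 0.0357 and 0.118, or 0.707, 0.107 and 0.177 when adjusted over the 3 components. When a line was left out the components were computed anew, so components of the same rank need not be the same axis. By rank, the first had a share of 59.4% without FB1, 35.5% without FB2 and 21.2% without WM1. The next had 43.3% without WM1 and 96.2% without WM3 (exact permutation p = 0.0214). The last had 9.07% without FB1, 0.413% without FB2, 0.710% without KAA2 and 68.0% without KAA3. Whether single lines or a change of axes gave these differences was not tested. With 1 line left out, the unadjusted exact permutation p of the middle one of the 3 was also 0.0464 without FB1 and 0.0250 without KAA1, and that of the last 0.0214 without KAA3 and without WM2. The shares by rank, in the same order, also differed with the processing, which gave new components as well. They were 3.01%, 74.1% and 61.5% with all clusters of the arrays (exact permutation p = 0.914, 0.0250 and 0.0464). With quantile normalization they were 22.3%, 64.3% and 32.6%, and on linear values 13.8%, 34.1% and 35.6%. With each cluster scaled to unit variance they were 22.5%, 61.8% and 24.0%.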

**Fig 2:**
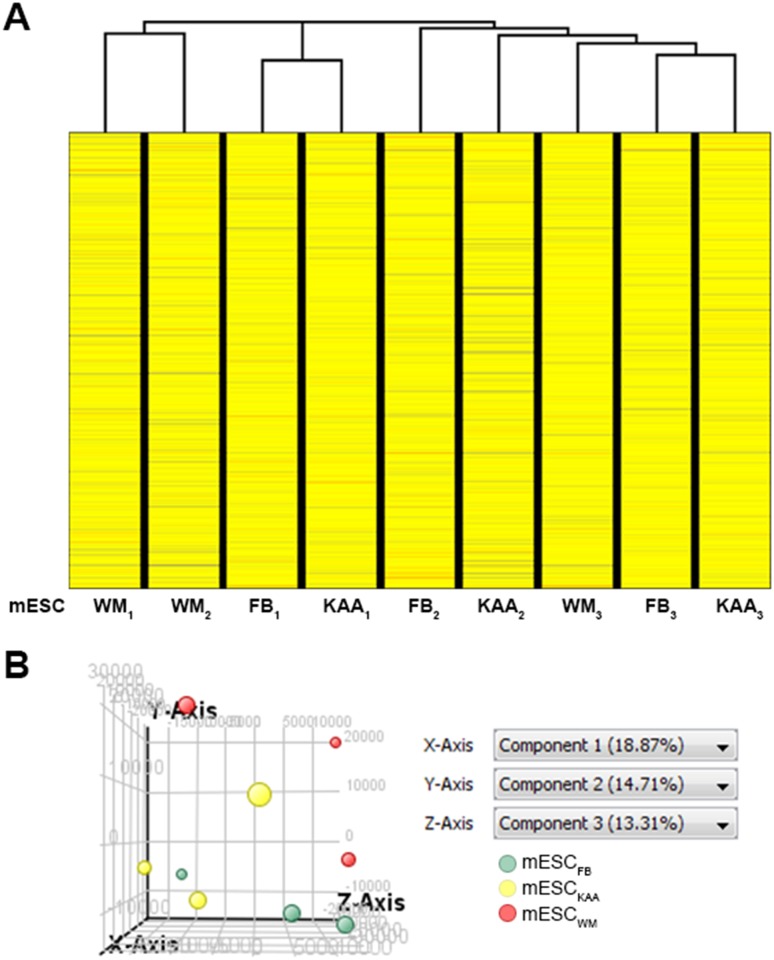
IVF conditions do not influence the transcriptome of the established mESC cell lines. (**A**) Unsupervised hierarchical clustering reveal random clustering of both optimal and suboptimal IVF conditions indicating that IVF has no effect on the global gene expression on the derived mESC lines. (**B**) Principal component analysis of gene expression reveals no distinct clustering between groups.

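Between mESC_KAA_ and mESC_FB_, 3 transcript clusters rose and 24 fell in mESC_KAA_ by the rank product. Pnma5, an X-linked gene of the paraneoplastic antigen family, fell from 5.75 ± 1.06 (SD, n = 3 lines) to 3.75 ± 0.23 (SD, n = 3), a log2 difference of -2.01 (standard error 0.575). Clusters shared by the X-linked families Xlr5 (log2 difference -2.17) and Xlr3 (-1.59), a cluster shared by Zscan4 genes of the 2-cell-like state (-1.45), C330024D21Rik (-1.75), the small nucleolar RNA Snord37 (-1.35) and Fetub, which encodes fetuin-B (-1.16), fell as well. Hormad1, a gene of meiotic chromosomes, fell by 1.36 on the log2 scale in 1 of its 2 clusters. In the other the groups overlapped, at 5.28 to 6.45 in mESC_FB_ and 5.36 to 5.63 in mESC_KAA_. S100g rose by 1.41 (standard error 0.875), and Atxn1, the ataxin gene, rose by 1.41 in 1 of its 2 clusters and differed by -0.013 in the other. Several of the clusters that fell stood highest in FB2, as Xlr5 did with 8.10 in FB2, 5.85 in FB3 and 2.95 in FB1. Of the genes at or above the median level that were lower in mESC_KAA_ at an unadjusted p under 0.05 from limma, 80 of 347 (23.1%) were X-linked, against 317 of 9979 (3.18%) of all such genes. Relative to autosomal genes, X-linked genes deviated from their mean over the 9 lines by a median of 0.304 in FB2, 0.138 in FB3 and -0.049 in FB1. By limma, 0 of 23410 clusters passed an adjusted p under 0.05, 1126 had an unadjusted p under 0.05, and the lowest adjusted p was 0.918. Apobec3, a cytidine deaminase (log2 difference -0.84 in 1 of its 2 clusters), Akap5 (0.47) and Man1c1 (0.57) were among the 10 clusters of 1 gene with the smallest p in limma and did not pass its test, and many other clusters have the same adjusted p. Rises outnumbered falls with all clusters of the arrays (49 and 9), without KAA1 (6 and 2) and without KAA2 (3 and 2). Against the 27 rank product calls with all lines, simulated arrays without any group difference gave 53.05 on average, or 47.35 with the moderated SD of each cluster. The 27 calls became 74 without FB1, 2 without FB2, 0 without FB3, 8 without KAA1, 5 without KAA2 and 4 without KAA3. Arrays with a line left out were not simulated.

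**Figure D2:**
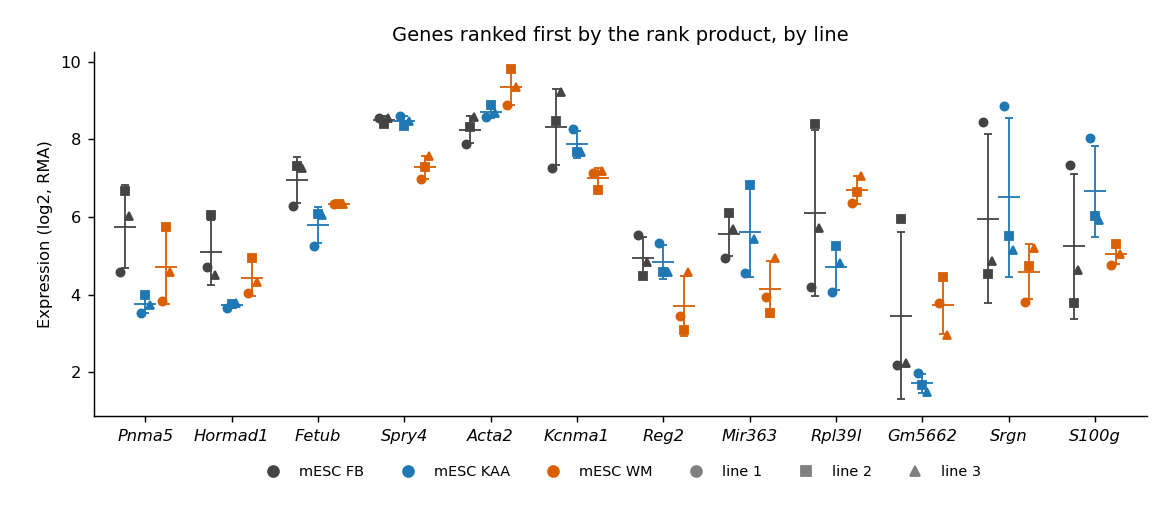
Log2 level in each line of the genes that lead the rank product in each comparison, by group. Points are lines and bars are group means; Pnma5 has a mean of 5.75 in mESC_FB_ and 3.75 in mESC_KAA_.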

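Between the 2 IVF groups, 58 transcript clusters rose and 7 fell in mESC_WM_ relative to mESC_KAA_ by the rank product. Rpl39l was at 4.71 ± 0.60 (SD, n = 3 lines) in mESC_KAA_ and at 6.69 ± 0.36 (SD, n = 3) in mESC_WM_, and rose by 1.97 (standard error 0.88). Some genes of the 2-cell-like state rose with it, Gm5662 (log2 difference 2.02) and 3 clusters shared by Zscan4 genes (2.11, 1.97 and 1.96), while the list of 2-cell-like genes, with 10 of 17 above 0 and a median of 0.055, did not pass camera (adjusted p = 0.284). Gm5662 was at 1.49 to 1.98 in mESC_KAA_, near the background of the arrays, so its difference is approximate. Many of the other calls were near-identical clusters of 1 gene, Gm7982, and 19 of the 58 were clusters shared by several genes. With 1 cluster per gene symbol, which leaves out shared clusters as well, the number of calls was 25 in place of 65. The rises and falls were 75 and 49 with all clusters of the arrays and 16 and 10 with clusters at or above the median level. Stxbp4, a syntaxin-binding protein, rose by 1.33 in 1 of its 2 clusters and differed by -0.030 in the other. Srgn (-1.91), S100g (-1.61), Mir363 (-1.47), Spry4 (-1.20) and Reg2, a gene of the regenerating islet family (-1.13), fell. Limma passed 0 of the tested clusters in this comparison, with 1473 at an unadjusted p under 0.05. The lowest adjusted p, 0.253, belonged to Spry4 and to Txnip, an inhibitor of glucose uptake (log2 difference -0.76). Nfil3, a transcription factor, had a difference of 0.79 and an adjusted p of 0.278 from limma. Without WM3, limma passed 1 cluster, Bgn, which encodes the proteoglycan biglycan (log2 difference 1.20, adjusted p = 0.0281) and was named after its values were seen. Against the 65 rank product calls with all lines, simulated arrays without a group difference gave 33 to 68, or 24 to 64 with the moderated SD of each cluster. The rank product gave 37 calls without KAA1, 34 without KAA3, 31 without WM2 and 42 without WM1, of which 0 fell. Arrays with a line left out were not simulated.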

Overall, only 24 genes were statistically different between mESC_KAA_ and mESC_FB_ and 18 between mESC_WM_ and mESC_FB_ (Table 2). To understand the biological significance of the genes, we carried out a gene ontology pathway analysis. No biological processes were found to be altered between mESC_FB_ and mESC_KAA_ while several pathways involved in metabolic processing, cellular membrane organization and translation initiation were found to be most enriched between mESC_FB_ and mESC_WM_ (Table 3).

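The translation initiation factors, 37 of which were measured, were lower in mESC_KAA_ than in mESC_FB_ for 33 members, with a median log2 difference of -0.058. This shift passed camera (adjusted p = 0.000377, or 0.345 with an estimated correlation), also without any 1 line (median -0.090 without KAA3). It did not pass with quantile normalization (median -0.015, adjusted p = 0.0936). All clusters at or above the median level had a median difference of -0.029 in this comparison, so part of the shift may not be particular to this list. The members with the smallest p were Eif2b5 (-0.32) and the X-linked Eif2s3x (-0.33), a subunit of the initiation complex, and 0 members passed limma, also when adjusted over the list alone. Between mESC_WM_ and mESC_FB_ the same factors had a median of -0.019, with 17 of 37 members above 0, and did not pass camera (adjusted p = 0.241). Eif1b was at -0.42 (standard error 0.098) and Eif2b1 at -0.28 (standard error 0.13). Of the genes behind the pathways, Eif4a2, an RNA helicase of translation initiation, had a log2 difference of 0.080 (standard error 0.14, adjusted p = 0.951 from limma) and Mtif2, a mitochondrial initiation factor, one of 0.018 (standard error 0.15, adjusted p = 0.997). Cox18, an assembly factor of cytochrome oxidase, was at 0.16 (standard error 0.20) and Arfgef1, an exchange factor for ARF GTPases, at 0.25 (standard error 0.21). Gbp2 has no cluster apart from Gbp2b. The 18 ARF GTPase regulators of the Golgi had a median of 0.026 (camera adjusted p = 0.454) and the 55 cytosolic ribosomal proteins one of -0.0035 (adjusted p = 0.503). The 20 genes of glycolysis and glucose uptake had a median of 0.019 and a mean of 0.097 (adjusted p = 0.454). In these last 3 lists 0 members passed when adjusted over the list alone. In mESC_KAA_ against mESC_FB_ the ribosomal proteins had a median of -0.019, with 11 of 55 above 0 (camera adjusted p = 0.133). The ontology terms were not tested again.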

**Table 2:** List of statistically significant genes with fold changes from various comparisons.

A. mESC_KAA/FB_		B. mESC_WM/FB_		C. mESC_WM/KAA_	
Gene symbol	Fold change	Gene symbol	Fold change	Gene symbol	Fold change
Copa	1.75	Rpl29	6.75	Rpl29	5.30
Anapc1	1.73	Gbf1	2.42	GM7647	2.94
Tmem234	1.55	GM2964	1.93	GM16088	2.47
Atxn1	1.50	GM17535	1.91	Rpl39L	2.23
VMN2R47	1.47	GM21119	1.83	Zscan4D	2.11
GM5947	1.47	Apol9a	1.52	Mtif2	2.05
VMN2R-PS43	1.46	Gbp2	1.51	GM4340	2.02
Rpl29	1.40	Syngap1	1.5	GM2016	1.86
S100g	1.36	Arfgef1	1.49	GM4014	1.81
Rps2	1.31	Gm10800	1.46	Ythdf1	1.79
Txndc12	1.29	Abhd16a	-1.45	Ube2g1	1.60
Snora21	-1.49	Eif4a2	-1.46	Stxbp4	1.60
GM5634	-1.54	Cox18	-1.47	GM10487	1.53
Hdac5	-1.55	Tcp1	-1.5	Arfgef1	1.47
Tmem129	-1.65	Zkscan3	-1.55	AF067061	1.44
GM20487	-1.66	Mir363	-1.55	Gbf1	1.43
Rnf220	-1.70	Rpl21	-2.05	Cic	1.41
D830030K20RIK	-1.80	Mtif2	-2.33	Dscr3	1.40
GM7647	-1.92			Syngap1	1.36
Hba-A2	-2.07			GM5947	1.32
Pnma5	-2.12			Copa	-1.42
Abhd16a	-2.22			Mir363	-1.51
XLR5D-PS	-2.26			AnapC1	-1.58
Zscan4D	-2.29			Rbm42	-1.60
				Srgn	-1.72
				S100G	-1.78

**Table 3:** Biological processes of statistically significant genes in mESC_WM_/mESC_FB_ comparison.

Pathway	*P* value	GOID	Gene Name
Aromatic, Organonitrogen and Cellular Nitrogen Compound Catabolic process	0.0129	0019439, 0044270, 1901565	Syngap1, Gbp2, Arfgef1
Cellular Membrane Organization	0.0091	0016044	Cox18, Syngap1, Arfgef1
Translation initiation	0.0091	006413	Eif4a2, Mtif2

In previous experiments we had compared the pattern of gene expression between the inner cell mass of IVF and *in vivo*-conceived blastocysts [15] While we could not directly compare the levels of gene expression to those found in mESC, since they were performed on 2 different platforms, we could compare the number and identity of the genes that were different between the two conditions. We hypothesized that if the mESC maintained a high-fidelity memory of their blastocyst environment, the genes that would be altered by IVF in the ICM would be the same genes altered by IVF in the mESC. 

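Between mESC_WM_ and mESC_FB_, 4 transcript clusters rose and 27 fell in mESC_WM_ by the rank product. Spry4 was at 8.50 ± 0.09 (SD, n = 3 lines) in mESC_FB_ and at 7.28 ± 0.29 (SD, n = 3) in mESC_WM_, and fell by 1.22 on the log2 scale (standard error 0.15), the smallest p of this comparison in limma (adjusted p = 0.445). Mir363 (-1.44), the small nucleolar RNA Snora20 (-1.44), Reg2 (-1.24), Nqo1, a quinone reductase (-0.86), and Kcnma1, a potassium channel (-1.32 in 1 of its 2 clusters), also fell. A cluster shared by the interferon-induced genes Gbp2 and Gbp2b rose by 1.31, Tnnc1 by 1.11, Atxn1 by 1.24 in 1 of its 2 clusters, and Acta2, the smooth muscle actin, from 8.25 ± 0.35 (SD, n = 3) to 9.34 ± 0.47 (SD, n = 3). Acta2 is also a marker of the fibroblasts used as feeder cells, and 20 of the 28 measured fibroblast markers were higher in mESC_WM_, with a median log2 difference of 0.084 (camera adjusted p = 0.0348; adjusted p = 0.739 with an estimated correlation). They did not pass without FB1 (adjusted p = 0.132), WM1 (adjusted p = 0.0516) or WM2 (adjusted p = 0.192) or with quantile normalization (adjusted p = 0.0876), and had a median of 0.13 without WM3. Among them Fn1, fibronectin, differed by 0.73 and Vim, vimentin, by 0.57, and 0 members passed when adjusted over the list alone. In mESC_KAA_ the fibroblast markers had a median of 0.090 relative to mESC_FB_ (camera adjusted p = 0.0691). Limma gave 0 clusters at an adjusted p under 0.05 and 1380 at an unadjusted p under 0.05. Txnip (-0.60), Ubxn8 (-0.57) and Nfil3 (0.66) followed Spry4 in its ranking (adjusted p = 0.475) and did not pass. Of the genes at or above the median level that were lower in mESC_WM_ at an unadjusted p under 0.05, 60 of 523 (11.5%) were X-linked, against 317 of 9979 (3.18%) of all such genes. Relative to autosomal genes, X-linked genes deviated from their mean over the 9 lines by a median of 0.304 in FB2, 0.138 in FB3 and -0.049 in FB1. Rises outnumbered falls by the rank product without FB2 (19 and 9) and without WM2 (1 and 0), and were nearer to them with all clusters of the arrays (13 and 19), with clusters at or above the median level (10 and 12) and without WM3 (11 and 12). The rank product gave 31 calls with all lines, where simulated arrays without a group difference gave 33 to 68 (53.05 on average). With the moderated SD of each cluster these gave 24 to 64. It gave 13 calls without FB1 and 1 without FB3, WM1 or WM2, and arrays with a line left out were not simulated. Without WM3 limma passed Bgn (log2 difference 1.24, adjusted p = 0.0229). The arrays of the inner cell mass were not used here.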

While 329 genes were different between ICM_WM_ and ICM_FB_ [15] only 18 genes were different between mESC_WM_ and mESC_FB_ and none of the genes overlapped.

### mESC from different conditions are similar in differentiation potential

We next evaluated whether the method of conception influenced a stem cell’s tendency to differentiate into a particular lineage. Pluripotent mESC from the 3 groups, grown in the presence of LIF, appeared to be morphologically similar (Fig. 3A-C). No differences among the three stem cell groups were observed after the removal of LIF for 72h (Fig. 3D-F) or 120h (Fig. 3G-I). After 120h, distinct colonies resembling embryoid bodies, alongside a layer of cells with a morphology characteristic of epithelial cells, were observed in all three groups of stem cells. We also analyzed differentiation by comparing the expression of genes known to be markers of selected lineages. In general the cells showed similar, decreased expression of pluripotency markers (Oct4, Nanog, Sox2, Rex1 and Klf2) 72h after spontaneous differentiation by LIF removal. The only statistically significant difference was between MESC_WM_ and mESC_KAA_ Klf2 levels at 120h (Fig. 4A). No statistical differences were found in the expression of markers of endoderm (Gata6, Pdgfrα, Dkk1) and ectoderm (Pax6, Otx2, Fgf5) (Fig. 4B and D). Among the markers of mesoderm (T/Brachyury, Lefty2 and Meox1) the only statistically significant difference was between mESC_WM_ and mESC_FB_ in Meox1 levels at 120h after LIF removal (Fig. 4C).

**Fig 3:**
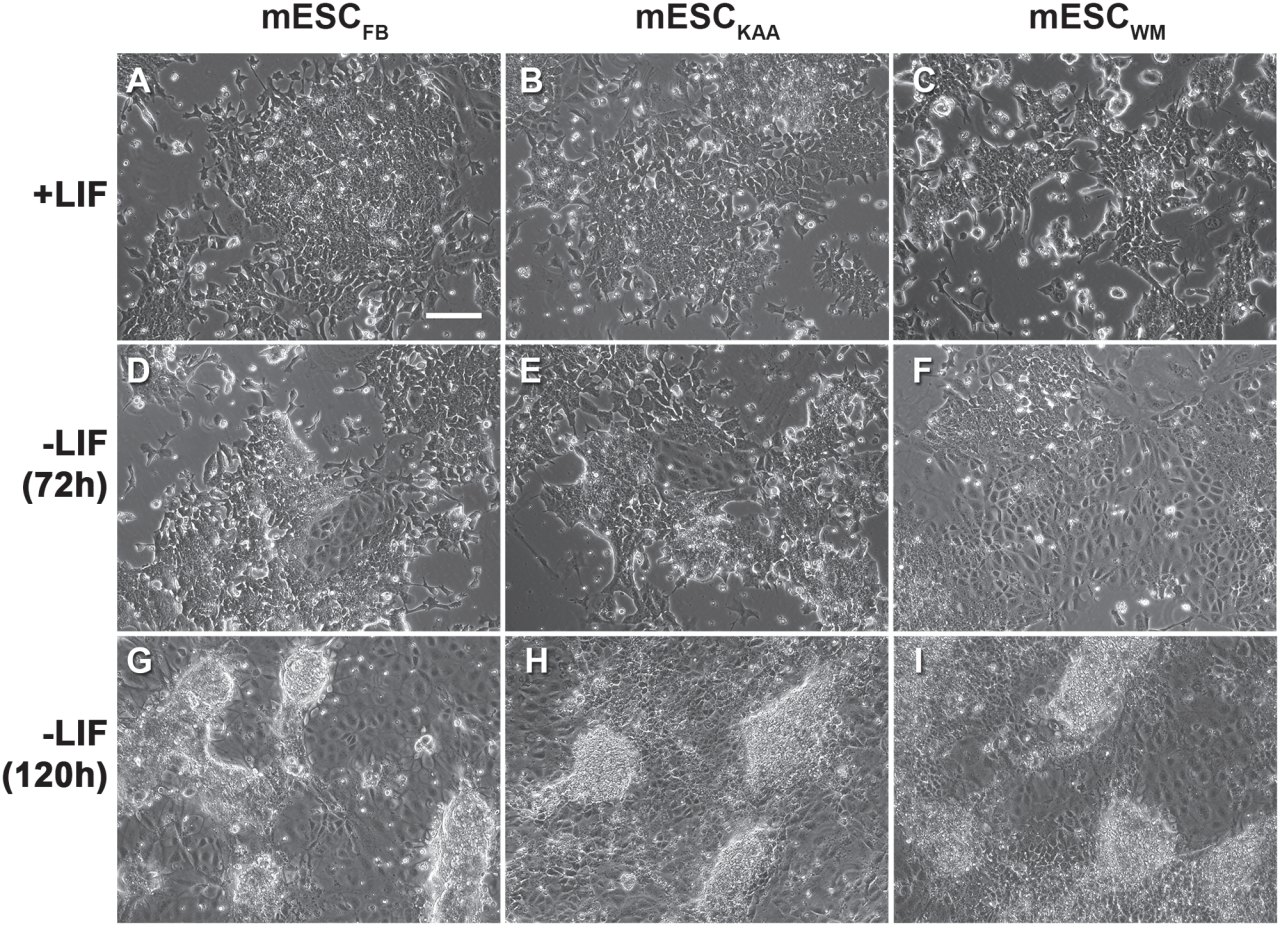
Morphology of mESC. (**A-C**) Undifferentiated stem cells. (**D-F**) 72h after LIF removal. (**G-I**) 120h after LIF removal. Embryoid bodies are clearly visible at this stage. All photographs were taken under a 10X objective and the scale bar represents 20μm. No differences in morphology between conditions were observed at any time points.

**Fig 4:**
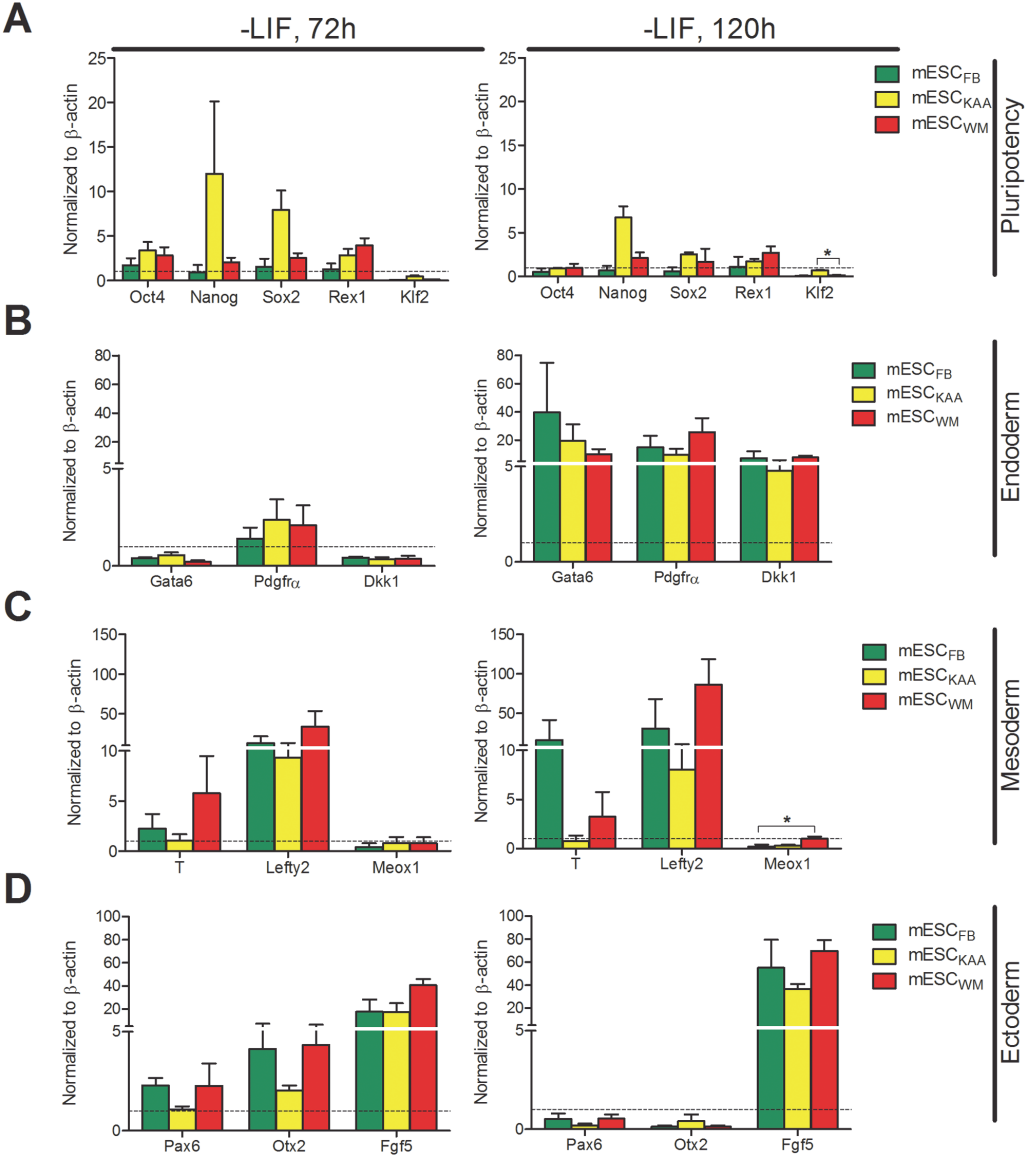
Expression of lineage markers by mESC during spontaneous differentiation. Fold changes of each gene compared to their expression at time zero (horizontal line at 1) (**A**) Pluripotency markers 72 and 120h after the removal of LIF. (**B**) Ectoderm markers 72 and 120h after the removal of LIF. (**C**) Mesoderm markers 72 and 120h after the removal of LIF. (**D**) Endoderm markers 72 and 120h after the removal of LIF. *p<0.05, one-way ANOVA with Tukey’s post-hoc correction.

## DISCUSSION

Embryos growing in culture adapt to their suboptimal environment with various short-term changes that have long-term implications. Documenting the molecular changes that accompany this adaptation will help to uncover the mechanism of reprogramming. This has wide clinical relevance, since preimplantation embryo culture is widely used in clinical practice to treat patients with infertility [36]. Animal studies suggest that the manipulation of gametes and embryos during the preimplantation phase alone can result in the alteration of adult metabolic health [8,10], cardiovascular dysfunction [12] and changes in behavior [24,37]. Further it appears that even the composition of the medium or the oxygen concentration used to culture embryos might directly contribute to perturbations in gene expression, including the expression of imprinted genes [9,19]. For example the imprinted *H19* gene exhibits biallelic expression after embryo culture in WM, but not after culture in KSOM medium with amino acids. [20]. Overall culture in WM is known to be stressful to embryos and culture under this conditions results in a more altered pattern of gene expression changes and impaired development [17]. Fetuses generated from embryos grown in WM show abnormalities of fetal and placenta growth [38] and offspring generated by IVF in WM show a clear glucose-intolerant phenotype [8,10]. The composition of WM is quite different from KSOM as it has higher concentrations of glucose (5.5mM vs 0.2mM) and is not supplemented with amino acids or glutamine [39,40]. It is important to know the mechanism by which these suboptimal conditions affect long-term health.

The present study was designed to examine whether mESC derived from blastocysts generated in vivo or in vitro in different conditions (WM or KAA) maintain a memory of their perturbed early environment. Molecular studies of preimplantation embryos are hindered by the limited amount of material available. Derivation of embryonic stem cells would provide an excellent solution to the problem by providing abundant material to test.

The major conclusion of these studies is that mESC examined at a realtively early passage (passage 8 in our case) are not a suitable source of cells for studying the mechanism of embryonic reprogramming by IVF. Several lines of evidence lead to this conclusion. First, mESC derived from embryos cultured in optimal (mESC_KAA_) and suboptimal conditions (mESC_WM_) are morphologically and transcriptomically similar to mESC derived from control embryos (mESC_FB_). 

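Against mESC_FB_, small shifts of whole gene lists appeared in both IVF groups. The number of lists that passed was not particular to the real groups: as many passed camera in 5 of 10 splits of the lines for mESC_KAA_. For mESC_WM_ as many passed in 9 of 10 splits, the real split included in both counts. Which lists passed in the other splits was not compared, so the counts do not test the single shifts. The naive pluripotency network, 29 genes, was lower in mESC_KAA_ for 25 of them, with a median log2 difference of -0.17 (camera adjusted p = 0.000633; adjusted p = 0.802 with an estimated correlation; median -0.11 without FB2). In mESC_WM_ it was lower for 19, with a median of -0.13 (adjusted p = 0.0188; adjusted p = 0.828 with an estimated correlation), but did not pass without FB2 (adjusted p = 0.265), WM1 (median -0.016, adjusted p = 0.379) or WM3 (median -0.069, adjusted p = 0.144), with quantile normalization (adjusted p = 0.112) or with clusters at or above the median level (adjusted p = 0.0777), and had a median of -0.22 without WM2. Fbxo15, an F-box protein of pluripotent cells, differed by -0.62 in mESC_KAA_ (standard error 0.25), and the TGF-beta family member Gdf3 by -0.42 (standard error 0.16) and the Nodal co-receptor Tdgf1 by -0.27 (standard error 0.065) in mESC_WM_. In mESC_KAA_, 19 of 20 genes of the primitive and visceral endoderm were higher, with a median of 0.22 (adjusted p = 0.0356; adjusted p = 0.824 with an estimated correlation), among them Gata6 (0.60) and the basement membrane collagen Col4a2 (0.30). This list did not pass without FB2 (median 0.095, adjusted p = 0.232), FB3 (median 0.10, adjusted p = 0.293), KAA1 (median 0.0013, adjusted p = 0.927) or WM2 (adjusted p = 0.0503), and its median was 0.49 without FB1, 0.34 without KAA2 and 0.35 without KAA3. There 13 of 17 genes of the 2-cell-like state, a list that includes genes of the paper's Table 2, were lower, with a median of -0.35 (adjusted p = 0.0356; adjusted p = 0.824 with an estimated correlation), among them Gm5662 (-1.74) and Zfp352 (-0.57). Gm5662 was at 1.49 to 1.98 in mESC_KAA_, near the background of the arrays, so its difference is approximate. The shift of the list went with FB2, where Gm5662 was at 5.95 against 2.18 in FB1 and 2.24 in FB3: without FB2 the median of the list was 0.0024 (adjusted p = 0.670), and without FB1 it was -0.59. It did not pass without KAA1 (adjusted p = 0.0711), KAA2 (adjusted p = 0.146) or WM2 (adjusted p = 0.0503) either. In mESC_WM_, 22 of 24 genes of the amino acid response were higher, with a median of 0.21 (adjusted p = 0.000122; adjusted p = 0.371 with an estimated correlation), among them Chac1, which degrades glutathione (0.68), and Psat1, an enzyme of serine synthesis (0.27), and the median was 0.14 without FB2. The oxidative stress response was lower for 16 of 19 genes, with a median of -0.13 (adjusted p = 0.000233; adjusted p = 0.290 with an estimated correlation), as in the heme oxygenase Hmox1 (-0.48) and the glutathione reductase Gsr (-0.33). The fibroblast markers were higher in mESC_WM_ as well, for 20 of 28, with a median of 0.084. Their camera adjusted p was 0.0348, or 0.739 with an estimated correlation, and they did not pass without FB1, WM1 or WM2. Whether the other shifts in mESC_WM_ depend on this one was not tested. Of the members of these lists, 0 passed limma over all tested clusters. Adjusted over the list alone 1 passed, a gene of the oxidative stress response that was lower in mESC_WM_. From the similarity of the lines, among other evidence, the paper concludes that mESC at passage 8 are not a suitable source of cells for studying how IVF reprograms the embryo.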

In fact, hierarchical clustering indicates that mESCs derived from optimal IVF conditions share a similar transcriptomic signature as those derived from *in vivo* embryos. On the contrary, unsupervised clustering of gene expression of blastocysts cultured in KSOM with amino acids or in vivo showed separate clustering [17]. In addition, the number of genes found to be significantly altered in mESC are much fewer compared to ICM from our previous study with no identical biological processes observed between mESC and ICM. Given these different results in blastocysts and mESC, we conclude that mESC cannot be used for molecular studies to dissect out the effect of the method of conception or culture on gene expression or epigenetic changes. It is still possible that mESC generated at earlier passages (2–3, for example) might maintain a closer memory of the blastocyst derivation methods. Future studies should test this possibility.

Secondly, the fact that there was no overlap among the gene changes between ICM and mESC, indicate that the derivation process and repeated passaging needed to generate stem cells induces multiple changes in the transcriptome of mESC so that these cell lines have only minimal resemblance to the transcriptome of ICM. Similar results were found in a study comparing the transcriptome of human ES lines with isolated human ICM cells [41]. Comparison of global gene expression between individual ICM clusters and human embryonic stem cells indicated that these two cell types are significantly different in regards to gene expression, with fewer than one half of all genes expressed in both cell types [41]. Of note, Horii et al. reported that epigenetic differences between ICM and ESC found at passage 2 were eventually lost by passage 5 [42]. Given the results showing transcriptome similarity, we did not examine the methylation status of genes in this study. Prior work has examined DNA methylation differences in mESC generated in vivo or in vitro at selected loci [42,43]. These authors found epigenetic differences between mESC originated from in vivo or in vitro blastocysts only after the initial passages, while the differences disappeared at later passages, suggesting an effect of extended culture on mESC epigenome [42]. More specifically the authors found modifications of the methyltransferase Dnmt3b in *in vitro* cultured blastocysts when compared to in vivo blastocysts. These differences persisted in mESC derived from in vitro generated blastocysts [43]. 

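Imprinted genes, which are expressed from 1 parental allele under the control of DNA methylation, went both ways in the mESC. In mESC_KAA_, 17 of 37 measured imprinted genes were above mESC_FB_, with a median log2 difference of -0.027 and a mean of 0.020 (camera adjusted p = 0.954, direction down). Igf2, a fetal growth factor, was at 7.53 ± 0.39 (SD, n = 3 lines) in mESC_FB_ and 8.19 ± 0.28 (SD, n = 3) in mESC_KAA_, a difference of 0.66, and Ndn, necdin, differed by -0.60. In mESC_WM_, 20 of 37 were above mESC_FB_, with a median of 0.025 (camera adjusted p = 0.948, direction down), and Nnat, neuronatin, differed by 0.54. H19 has no cluster of its own and was not analysed here. Genes of the DNA methylation machinery had a median of -0.053 in mESC_KAA_ (adjusted p = 0.160) and -0.12 in mESC_WM_ (adjusted p = 0.241). The de novo methyltransferase gene Dnmt3b was at 8.14 ± 0.30 (SD, n = 3) in mESC_FB_, 8.11 ± 0.30 (SD, n = 3) in mESC_KAA_ and 7.83 ± 0.57 (SD, n = 3) in mESC_WM_, and its cofactor Dnmt3l differed from mESC_FB_ by -0.54 and -0.73. Germline genes that DNA methylation keeps silent had medians of -0.11 in mESC_KAA_ (adjusted p = 0.160), as in Mael (-0.24) and Tex101 (-0.32), and -0.045 in mESC_WM_ (adjusted p = 0.454), as in Rhox6 (-0.67). In these 3 lists, 0 genes passed limma in either comparison, over all tested clusters or adjusted over the list alone. DNA methylation itself was not analysed here.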

If present, epigenetic changes in our system do not appear to result in alterations of significant gene expression.

One caveat for this study is that we performed microarray analysis only on female stem cell lines while the original blastocysts experiments were performed both in males and female lines. We decided to analyze only female mESC lines to minimize the effect of sex on gene expression. 

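Xist, the RNA that silences 1 X chromosome in female cells after differentiation, was low in all 9 lines, from 2.53 in FB1 to 3.95 in FB2, where the median of the tested transcript clusters was 4.64 to 4.70. Of the Y-linked genes, Eif2s3y was at 4.78 in FB1, 3.72 in KAA2 and 5.19 in WM3 and at 1.77 to 2.20 in the other 6 lines. Uty was at 2.63 in FB1, 3.10 in KAA2 and 4.42 in WM3 and at 1.77 to 2.11 in the others. Kdm5d was at 1.96 to 2.46 in all lines, and Ddx3y has no cluster of its own. One of these lines is in each group, and the mean of Eif2s3y was 2.80 ± 1.72 (SD, n = 3) in mESC_FB_, 2.59 ± 1.00 (SD, n = 3) in mESC_KAA_ and 2.92 ± 1.97 (SD, n = 3) in mESC_WM_. X-linked genes at or above the median level, 317 in all, stood higher in FB2 than their mean over the lines relative to autosomal genes, by a median of 0.304 with 90.2% of them above 0, and in FB3 by 0.138 with 83.0%. In the other 7 lines the median was below 0, with 28.4% to 45.7% of the genes above 0. Over X-linked genes of any level, the median minus that of autosomal genes was -0.544 ± 0.036 (SD, n = 3) in mESC_FB_, -0.649 ± 0.035 (SD, n = 3) in mESC_KAA_ and -0.597 ± 0.0075 (SD, n = 3) in mESC_WM_. Each pair of groups differed without overlap (two-sided exact permutation test, p = 0.1, the smallest that 3 lines against 3 allow), but with genes at or above the median level the exact p was 0.3, 0.4 and 0.8. As deviations from the mean over the lines, the exact permutation p was 0.1, 0.3 and 0.4 for genes at or above the median level and 0.2, 0.3 and 0.7 for genes of any level. Relative to their mean over the lines, genes of chromosome 6 stood higher than other autosomal genes in FB1, by a median of 0.207, and in KAA1, by 0.161, and those of chromosome 11 in WM2, by 0.145.

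**Figure D3:**
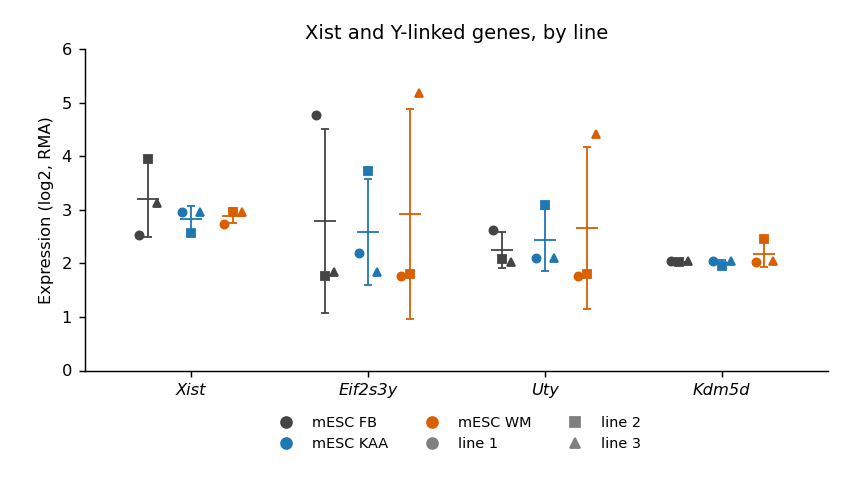
Log2 level of Xist and of the Y-linked genes Eif2s3y, Uty and Kdm5d in each of the 9 lines. Eif2s3y lies at 3.72 to 5.19 in FB1, KAA2 and WM3 and at 1.77 to 2.20 in the other lines.

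**Figure D4:**
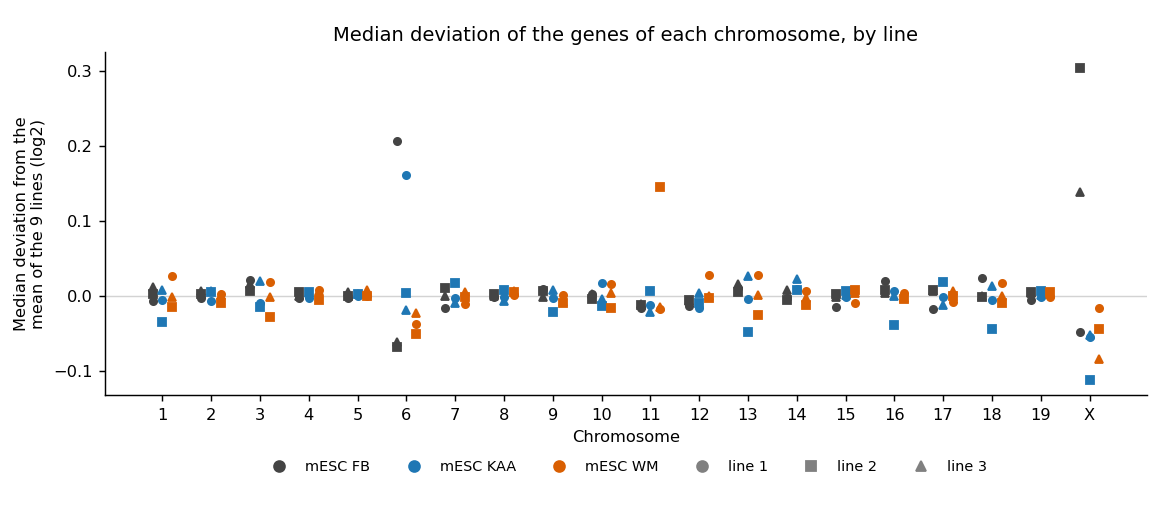
Median deviation of the genes of each chromosome from their mean over the lines, in log2 units, for each line. Chromosome X in FB2 (0.304), chromosome 6 in FB1 (0.207) and KAA1 (0.161) and chromosome 11 in WM2 (0.145) stand out.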

In fact, up to one-third of transcripts are differentially expressed in male and female blastocysts, with particular variation in glucose and protein metabolic pathways [44]. Instead, the blastocyst gene expression data [17] were obtained before the publication of the above mentioned sexual dimorphic gene expression data. One additional limitation is that we only studied stem cell differentiation potential by embryoid body formation and a more robust conclusion regarding the cell’s differentiation potential could be made using additional differentiation conditions. While a single differentiation strategy is accepted [42], it is possible that other differentiation methods (culturing in vitro on Matrigel, BMP4 or in vivo with teratoma formation) would have obtained different results. However, the primary goal of our investigation was to test if undifferentiated stem cells are a good model to investigate ICM of embryos.

In summary, we found that the original blastocyst culture condition from which mESC lines are derived from result in cell lines with similar transcriptomic signatures, similar morphology and differentiation potential. Most importantly, the gene expression differences between ICM and mESC are of such magnitude as to question the validity of using mESC to dissect out the effect of the method of conception or the culture media used to culture embryos. Overall, we provide evidence that mESC are not suitable substitutes for mouse blastocyst molecular and epigenetic studies.

## Supporting Information

S1 Fig Alkaline phosphatase staining of undifferentiated mESC. Alkaline phosphatase activity of undifferentiated mESC lines (mESC_FB_, mESC_KAA_ and mESC_WM_). All photographs were taken under a 10X objective and the scale bar represents 20μm.
(TIF) Click here for additional data file.

S2 Fig Validation of microarray data by qPCR of selected genes. qPCR of lineage markers measured on undifferentiated mESC recapitulate the result of the microarray platform.
(TIF) Click here for additional data file.

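On the arrays, the pluripotency markers that the methods list were expressed in all 3 groups of undifferentiated mESC. Pou5f1, which encodes OCT4, was at 10.36 ± 0.06 (SD, n = 3 lines) in mESC_FB_, 10.19 ± 0.10 (SD, n = 3) in mESC_KAA_ and 10.10 ± 0.05 (SD, n = 3) in mESC_WM_. Sox2 was at 8.84, 8.79 and 8.88 and Nanog at 9.55, 9.19 and 9.81 in the same order. The endoderm markers were lower in mESC_WM_ than in mESC_KAA_, with log2 differences of -0.75 for Gata6, -0.46 for Pdgfra and -0.43 for Dkk1 (camera adjusted p = 0.0193; adjusted p = 0.500 with an estimated correlation), though not past the threshold without KAA1 (median -0.29, adjusted p = 0.134) or with clusters at or above the median level (adjusted p = 0.0648). So were the ectoderm markers Otx2 (-0.69), Fgf5 (-0.41) and Pax6 (-0.20), with a camera adjusted p of 0.0486 (adjusted p = 0.500 with an estimated correlation), which was 0.0544 without FB3, 0.134 without KAA1, 0.168 without KAA3, 0.140 without WM2 (median -0.23), 0.0862 without WM3, 0.0648 with clusters at or above the median level and 0.0539 with the replicate block. The mesoderm markers Lefty2 and Meox1 had a median of -0.019 (adjusted p = 0.855), and the pluripotency markers one of 0.091 (adjusted p = 0.744). Against mESC_FB_, the pluripotency markers had a median of -0.17 in mESC_KAA_ (adjusted p = 0.0961), and in mESC_WM_ a median of 0.038 with a mean of -0.019 (adjusted p = 0.454). Adjusted over the list alone, 2 endoderm markers were lower in mESC_WM_ than in mESC_KAA_, and 1 ectoderm marker and 1 pluripotency marker were lower in mESC_WM_ than in mESC_FB_. Over all tested clusters 0 of these markers passed limma. The qPCR values were not used here.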

How the deposited data were processed for this re-analysis (not part of the article)

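Gene expression was measured on Affymetrix Mouse Gene ST arrays in 9 mESC lines at passage 8, which the paper typed as female. Of these, 3 came from flushed blastocysts (mESC_FB_). Another 3 came from IVF embryos cultured in KSOM with amino acids under 5% O2 and 0.2 mM glucose (mESC_KAA_). The last 3 came from IVF embryos cultured in Whitten's medium under 20% O2 and 5.5 mM glucose (mESC_WM_). The groups and line numbers were taken from the sample labels. The authors processed the arrays with Affymetrix Expression Console and R 3.1.0 and name RMA in affylmGUI, so the values are log2 levels that include background correction and normalization between arrays. The values run from 0.56 to 13, the range of log2 array signals, and the medians of the tested transcript clusters from 4.64 to 4.70. Of 35556 transcript clusters, the annotation assigns no gene to 12146, and the other 23410 were tested, of which 21789 carry 1 gene symbol and 1621 several. They stand for 19938 different symbols. Values of clusters with several symbols are given as shared. The precision is limited by the number of arrays, and the paper's qPCR, growth and differentiation data and the arrays of the inner cell mass were not used here.

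Differences between groups were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 1 mean per group, all 9 lines) and passed at a Benjamini-Hochberg adjusted p under 0.05. The rank product, which the methods of the paper name, was written in numpy 2.4.6 on Python 3.11.15, with the 9 pairwise differences between the lines of 2 groups, 100 permutations within arrays and a percentage of false positives under 0.05 in each direction. The text of the paper gives no threshold for it. Clustering used average linkage on 1 minus Pearson's r. The share of the squared distances that lies between groups was tested over all 280 partitions of the lines. Principal components were taken from centred, unscaled values. Values of single lines were compared between groups with exact permutation tests, whose smallest p is 0.1. Tables were handled with pandas 2.3.3, distances and linkage with scipy 1.17.1, and plots with matplotlib 3.10.9.

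For gene lists, 26 were fixed before the data were examined, with 588 listed genes of which 493 have a cluster with a single symbol. Each list took the cluster with the highest mean for each gene and was tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison, then with an estimated correlation and with fry. The lists cover markers of the paper, pluripotency, embryonic and extraembryonic lineages, feeder fibroblasts, imprinting and DNA methylation, translation, metabolism, stress responses and signaling.

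The genes named in the text followed a rule fixed before the data were examined. It takes every gene of the paper's Tables 2 and 3, whose values there had been seen, and the markers in its methods. It takes up to 10 clusters with the largest difference in each direction among those past limma's threshold, or the 10 with the smallest p where fewer pass, the first 5 in each direction by the rank product, up to 4 members per gene list with the smallest p, and Xist, the Y-linked genes, H19 and Dnmt3b. Shared clusters, Bgn, Gm7982 and the genes with large loadings on the principal components fall outside it where they meet none of these terms, and were named after their values were seen. Where a gene has several clusters the text says so.

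Alternatives were all clusters of the arrays, clusters at or above the median level, quantile normalization, median centring, 1 cluster per symbol, a fit with the replicate numbers as a block, other settings of limma (among them robust eBayes, with statmod 1.5.0), the distance and the components, other thresholds of the rank product and leaving out each line in turn. The lines FB1, KAA2 and WM3, which had the highest levels of the Y-linked gene Eif2s3y, were left out together in an alternative chosen after seeing the data. On simulated data for the comparison of mESC_KAA_ with mESC_FB_, limma recovered 77% of changes of 1 on the log2 scale and 98% of changes of 2, with 13 false calls. The rank product recovered 93% and 100% of them, with 65 false calls, and made 37 calls in a comparison without any change.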

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

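The tests of noise in the Y-linked genes, of the spread of transcript clusters and of chromosomes 6 and 11, and the counts without FB1, KAA2 and WM3, were chosen only after the result was seen.

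X-linked genes at or above the median level stood higher in FB2 than their mean over the lines, by a median of 0.304 relative to autosomal genes. Of 10000 random sets of autosomal genes of like level 0 were as high, so a difference between arrays that depends on the signal level was excluded. A few genes were excluded as the source, since 90.2% of the X-linked genes lay above 0, as were shifts of any chromosome in this line, since the autosome furthest from 0 had a median of -0.0676. Smaller whole-chromosome shifts appeared on chromosome 6 in FB1 (0.207) and KAA1 (0.161), where 78.9% was the lower share of genes above 0, and on chromosome 11 in WM2, with 80.8% of genes above 0 and a median of 0.14, so that a few genes did not account for them either. The X-linked level is consistent with FB2, and less so FB3 (0.138), having kept 2 active X chromosomes where other lines had not, and the others with gains of a chromosome in culture, as hypotheses found and examined on the same arrays. Chromosomes were not counted, and a difference by mode of conception stays open, as the measures differed: the X-linked level differed between groups without overlap over genes of any level (exact permutation p = 0.1, the smallest possible) but not over genes at or above the median level, and the deviation used for 0.304 did so between mESC_KAA_ and mESC_FB_ over genes at or above the median level (exact permutation p = 0.1) but not over genes of any level.

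Eif2s3y and Uty stood higher in FB1, KAA2 and WM3 than in the other lines, with Uty in WM3 (4.42) far from the rest. Noise of dim probe sets stays open: the 3 lines with the highest level of Eif2s3y were the 3 with the highest level of Uty (3 lines shared), but the pattern was found by these genes, and Kdm5d was highest in WM2. Remaining male feeder fibroblasts cannot be told apart from other sources: the fibroblast markers had a median deviation of -0.0588 in FB1 (bootstrap interval -0.092 to 0.00069), 0.072 in KAA2 and 0.0060 in WM3, and the collagens Col1a1, Col1a2 and Col3a1 stayed at 4.34 to 5.32 in all lines. A Y chromosome in place of an X cannot be told apart either: X-linked genes lay below their mean in all 3 lines (-0.0487 at the highest), but also in 4 of the other 6, as FB2 and FB3 raise the mean, and the paper typed the lines by PCR for SRY and used only those found female, which goes against it. No biological difference in the design separates these lines, as 1 belongs to each group.

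The rank product passed 27, 31 and 65 clusters where limma passed 0 in each comparison, and unequal spread between clusters may account for many of these calls. Simulated arrays without a group difference, drawn with the within-group SD of each cluster, gave 53.05 calls on average (33 to 68). With the moderated SD of each cluster they gave 47.35 (24 to 64), and with the same SD for all clusters 0.15. The real 27 and 31 lay below the range for the within-group SD and inside that for the moderated SD. The real 65 lay inside the former range and above the latter, so whether unequal spread accounts for it depends on the SD used. With 3 lines against 3 there are 10 splits, too few for a share under 0.05. The highest count of another split was 95 against the real 27 for mESC_KAA_ and mESC_FB_ (FB1, KAA1 and KAA3 against the rest). It was 97 against 31 for mESC_WM_ and mESC_FB_ (FB1, FB3 and WM1 against the rest) and 62 against 65 for the 2 IVF groups. Whether 95 and 97 reflect a structure of the lines other than the groups was not tested, as each is the highest of several splits. The real count was reached by 4, 5 and 1 of the splits, the real one included. Limma's 0 is reached by any split, so its count tests nothing here. Another split gave at most 1 call by limma. Effects of culture, medium and O2 remain among the open explanations, as untested.

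Single lines far from the other 8 were found in 7 of 34 measures by Dixon's test, which chance gives in about 1 of 20. Besides chromosome 11 in WM2 (0.145) and Uty in WM3, these were the median deviations of chromosome 12 in WM1 (0.028), of chromosome 16 in KAA2 (-0.039) and of chromosome 18 in KAA2 (-0.044). Xist in FB2 (3.95) and Kdm5d in WM2 (2.46) were the other 2.

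Lists of genes wider than the paper's own markers, with which some share members, lay apart from mESC_FB_ by camera, all with an adjusted p above 0.05 with an estimated correlation. In mESC_KAA_ the 2-cell-like genes had a median log2 difference of -0.35, the naive pluripotency network one of -0.17, and the primitive and visceral endoderm one of 0.22. In mESC_WM_ the amino acid response genes had a median of 0.21, the fibroblast markers 0.084, the naive pluripotency network -0.13 and the oxidative stress response -0.13. The number of lists past the threshold was 4 in each of these comparisons and 6 between the 2 IVF groups, with up to 8, 9 and 9 lists in another of the 10 splits, too few splits for a share under 0.05. As many lists as with the real groups passed in 5, 9 and 4 of the splits, the real one included. Without FB2 the naive pluripotency network had a median of -0.11 in mESC_KAA_ and an unadjusted camera p of 0.00295. That test presets the correlation at 0.01, and with the estimated correlation of 0.269 the unadjusted p was 0.301, so whether FB2 alone carries this shift cannot be told apart, whereas the 2-cell-like genes had a median of 0.0024 without FB2 (adjusted p = 0.670).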

How the results depend on the processing

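Leaving out FB1, KAA2 and WM3 together, reading the paper's table as fold changes, and adding its entries with shared clusters, were alternatives chosen after seeing the data; the others were fixed before. Limma's 0 clusters held in every alternative except without WM3, where Bgn passed in mESC_WM_ against mESC_FB_ and against mESC_KAA_ (0 to 1 over the left-out lines; adjusted p for Bgn from 0.0229 to 0.941 and from 0.0281 to 0.921). The rank product counts moved more than those of limma. For mESC_KAA_ and mESC_FB_ the 27 calls became 58 with all clusters of the arrays, 9 with clusters at or above the median level, 16 with 1 cluster per symbol, 64 at a pfp under 0.10, 49 without FB1, KAA2 and WM3, and 0 to 74 with 1 line left out (FB1 74, FB2 2, FB3 0, KAA1 8, KAA2 5, KAA3 4). For mESC_WM_ and mESC_FB_ the 31 calls became 60 at a pfp under 0.10 and 1 to 28 with 1 line left out (FB1 13, and 1 each without FB3, WM1 or WM2). For mESC_WM_ and mESC_KAA_ the 65 calls became 124, 26, 25, 112 and 40 under the same 5 alternatives as in the first comparison, and 31 to 44 with 1 line left out (KAA1 37, KAA3 34, WM1 42, WM2 31). Fewer or more clusters and lines were tested in these alternatives, apart from the pfp; beyond this, the cause was not tested.

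The group share of 30.9% was 54.5% with the replicate numbers as a block (permuted within the numbers, 36 arrangements with a mean of 43.6%, exact p = 0.0278, the smallest possible) and 31.3% to 41.7% with 1 line left out (41.7% without FB1, p = 0.00714). The numbers pair no lines by the test set for them, since 5 of 9 same-number pairs had a correlation above 0.1 after the groups were removed (-0.013 to 0.328). As 8 of 9 lines had their best partner among those of their own number, a pairing is not excluded. The block is no more than an alternative. Without FB1, KAA2 and WM3 the share was 57.3%, against a mean of 40% over the partitions (exact permutation p = 0.0667, the smallest possible). The 0 groups with their own branch became 1 with the block, 1 without those 3 lines, and 0 to 1 with 1 line left out (1 without WM3). The variance share of the first 3 components stayed within 1.5 times of 54.6%.

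Camera's 4, 4 and 6 lists (mESC_KAA_ and mESC_WM_ against mESC_FB_, then mESC_WM_ against mESC_KAA_) became 0, 0 and 0 with an estimated correlation and with directional fry, and 0, 1 and 1 with mixed fry. The first became 7 with clusters at or above the median level and 7 without FB1, KAA2 and WM3, the next 2 with quantile normalization, and the last 3 with clusters at or above the median level. Quantile normalization lost the translation initiation factors in mESC_KAA_ against mESC_FB_ and the fibroblast markers and the naive network in mESC_WM_ against mESC_FB_. Clusters at or above the median level lost this naive list and, between the IVF groups, the amino acid response and the ectoderm and endoderm markers, and the 2-cell-like genes were not tested there. The block lost the ectoderm markers and the oxidative stress response between the IVF groups. With 1 line left out they were 2 to 7, 3 to 6 and 2 to 8; of the 14 calls, 1 was lost without FB1, 3 without FB2, 2 without FB3, 6 without KAA1, 2 without KAA2, 3 without KAA3, 3 without WM1, 7 without WM2 and 2 without WM3. The 10 entries of Table 2 within the SD were 9 to 11 under the alternatives, or 14 with shared clusters, not always the same ones: Txndc12 was at 0.015 without KAA1 and beyond the SD, and S100g in mESC_KAA_ against mESC_FB_ was at 2.45 without FB1 and 0.67 without FB2. Of the values of named single genes under alternatives, 1389 kept their side of limma's threshold or stayed within the SD. Another 2 passed the threshold (Bgn) and 1 moved (Atxn1 in mESC_KAA_ against mESC_FB_, to 1.41 with its other cluster). As 0 clusters passed limma with all lines, keeping its side says little about how far a difference moved, as for S100g above. Clusters below the median level are near the background of the arrays, which limits Xist, the Y-linked genes and the 2-cell-like genes, among others. The cause of these changes was not tested.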

Differences from the paper's values

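The paper's Table 2 heads its values as fold changes. Of the 24 entries with the paper's sign, 9 lay nearer to the log2 difference and 15 to the fold. The 9 were all the entries with a log2 difference of 1 or more in size. The 15 cannot tell the scales apart. Their log2 differences were at most 0.55 in size, where any value as large as those listed lies nearer to the fold. The 9 entries with the largest differences thus point to log2 differences. The scale of the whole table was not settled here, because 7 entries lay within the error under both readings, as given below. Pnma5 is at -2.12 in the paper, at -2.01 here as a log2 difference and at -4.02 as a signed fold, and Txndc12 at 1.29 in the paper, at 0.55 as a log2 difference and at 1.46 as a fold. All pairs are compared as log2 differences by choice, with the larger SD of the 2 groups as the error. Of 68 entries, 26 have no cluster of their own: 9 have shared clusters and 17 were not analysed here. Of the other 42, 10 lay within the SD: S100g, Txndc12 and Pnma5 in mESC_KAA_ against mESC_FB_, Mir363 in mESC_WM_ against mESC_FB_, and Rpl39l, Stxbp4 (in 1 of its 2 clusters), AF067061, Mir363, Srgn and S100g in mESC_WM_ against mESC_KAA_. The other 32 differed, although 24 of the 42 had the paper's sign. Only Atxn1 came within the SD under an alternative set before the data were examined: its cluster with the smallest limma p gives 1.41. For the other 31 no such alternative did. Read as the fold changes of the heading, a reading added after the data were seen, 10 entries lay within the SD, 7 of them under both readings, and 29 lay within it under neither. The 3 that did only as folds were Cic (1.41 in the paper, a fold of 1.32 here), Snora21 (-1.49 and -1.28) and Arfgef1 in mESC_WM_ against mESC_FB_ (1.49 and 1.19).

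In mESC_KAA_ against mESC_FB_, the paper's value and the value here were 1.75 and -0.039 for Copa, 1.73 and -0.21 for Anapc1, 1.55 and 0.070 for Tmem234, 1.50 and -0.013 for Atxn1, 1.40 and -0.0089 for Rpl29, and 1.31 and -0.011 for Rps2, which has 3 clusters (the others 0.0087 and 0.015). For genes that the paper lists as lower they were -1.49 and -0.36 for Snora21 (-0.33 in its other cluster), -1.55 and 0.044 for Hdac5, -1.65 and 0.32 for Tmem129, -1.70 and 0.023 for Rnf220, and -2.22 and -0.032 for Abhd16a.

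In mESC_WM_ against mESC_FB_, the paper's value and the value here were 6.75 and 0.067 for Rpl29, 2.42 and 0.12 for Gbf1, and 1.49 and 0.25 for Arfgef1. They were -1.45 and -0.068 for Abhd16a, -1.46 and 0.080 for Eif4a2, -1.47 and 0.16 for Cox18, -1.5 and 0.037 for Tcp1, -1.55 and 0.56 for Zkscan3, -2.05 and 0.034 for Rpl21 (9 clusters, from -0.088 to 0.037), and -2.33 and 0.018 for Mtif2.

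In mESC_WM_ against mESC_KAA_, the paper's value and the value here were 5.30 and 0.076 for Rpl29, 2.05 and 0.17 for Mtif2, 1.79 and -0.15 for Ythdf1, 1.60 and 0.13 for Ube2g1, 1.47 and 0.11 for Arfgef1, 1.43 and 0.23 for Gbf1, 1.41 and 0.40 for Cic, and 1.40 and -0.040 for Dscr3 (Vps26c in the annotation). They were -1.42 and 0.17 for Copa, -1.58 and 0.37 for Anapc1, and -1.60 and -0.058 for Rbm42.

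For the rank product the text of the paper states no threshold of the pfp. The paper's count of genes for mESC_WM_ and mESC_FB_ is 18, and the count here is 31 transcript clusters at a pfp under 0.05. It lies within 1.5 times of the paper's with clusters at or above the median level (22), 1 cluster per symbol (22), the replicate block (27), without FB1 (13) and without WM3 (23). It does not with all clusters (32), quantile normalization (29), median centring (31), a pfp under 0.10 (60), a fold of at least 1.3 (31), without FB2 (28) or without FB3, WM1 or WM2 (1 each). The paper's count for mESC_KAA_ and mESC_FB_, 24, lies within 1.5 times of the 27 here, but Table 2 has 11 of them higher and 13 lower in mESC_KAA_ where 3 and 24 clusters were here. For mESC_WM_ against mESC_FB_ the table has 10 higher and 8 lower, and 4 and 27 clusters were here. For mESC_WM_ against mESC_KAA_ it lists 26 genes, 20 higher and 6 lower, and the count here is 65 (58 and 7), or 26 with clusters at or above the median level and 25 with 1 cluster per symbol. The shares of the principal components, about 19%, 15% and 13% in Fig. 2B, read by eye, are 21.7%, 16.6% and 16.2% here, and 19.0%, 15.3% and 13.4% with each cluster scaled to unit variance.

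In Table 2, 9 entries have only clusters shared with other genes, and comparing them was chosen after seeing the data. By the shared cluster with the highest mean, 4 of the 9 lay within the SD, which makes 14 of 51 entries with the 42 above. In mESC_WM_ against mESC_KAA_, Zscan4d is at 2.11 in the paper and at 2.11, 1.97 and 1.96 here, and Gm4340 at 2.02 in the paper and at 1.86 and 1.13 here, of which 1.13 was beyond the SD. In mESC_WM_ against mESC_FB_, Gbp2 is at 1.51 in the paper and at 1.31 here. In mESC_KAA_ against mESC_FB_, Zscan4d is at -2.29 in the paper and from -1.45 to -1.40 here, with an SD of 2.12 or more. The other 5 had no shared cluster within the SD: the paper's value and the values here were -1.80 and -0.13 to -0.038 for D830030K20Rik and -2.07 and -0.48 to -0.43 for Hba-a2 in mESC_KAA_ against mESC_FB_, 1.83 and -0.13 to 0.098 for Gm21119 and 1.52 and 0.068 to 0.19 for Apol9a in mESC_WM_ against mESC_FB_, and 1.53 and 0.096 to 0.22 for Gm10487 in mESC_WM_ against mESC_KAA_.

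The paper finds biological processes altered in mESC_WM_ and none in mESC_KAA_, relative to mESC_FB_. Of the genes it gives for translation initiation, Eif4a2 and Mtif2, both listed as lower in mESC_WM_, were at 0.080 and 0.018 here. The translation initiation factors as a list passed camera in mESC_KAA_ (median -0.058, adjusted p = 0.000377, or 0.345 with an estimated correlation). There all clusters at or above the median level had a median of -0.029. The list did not pass in mESC_WM_ (median -0.019, adjusted p = 0.241). The difference between the 2 comparisons is the comparison of the IVF groups, where the list had a median of 0.042 (adjusted p = 0.0788). The paper's listed direction for Cox18, lower in mESC_WM_, differs from the 0.16 here, while its direction for Arfgef1, higher, is the direction here (0.25).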

Other observations

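The test of unassigned transcript clusters was chosen only after the result was seen. Between the 2 IVF groups, genes of extraembryonic lineages were lower in mESC_WM_ than in mESC_KAA_. All 20 genes of the primitive and visceral endoderm were below 0, with a median log2 difference of -0.25 (camera adjusted p = 0.00541; adjusted p = 0.831 with an estimated correlation; median -0.048, adjusted p = 0.489 without KAA1; median -0.42 without KAA2 and without KAA3), as in the transcription factor Sox7 (-0.59, standard error 0.25). Of 16 trophectoderm genes 14 were below 0, with a median of -0.24 (adjusted p = 0.00541; adjusted p = 0.557 with an estimated correlation; adjusted p = 0.127 without KAA2 and 0.110, with a median of -0.15, without WM2), as in the X-linked homeobox gene Esx1 (-0.69, standard error 0.20) and the placental gene Plac1 (-0.43, standard error 0.20). The amino acid response genes had a median of 0.16 with 15 of 24 above 0 (adjusted p = 0.0284; adjusted p = 0.557 with an estimated correlation; adjusted p = 0.217 without KAA3, 0.0803 without WM1, 0.0581 without WM2 and 0.129 with clusters at or above the median level; median 0.083 without KAA2, 0.10 without WM1 and 0.092 without WM2), and the oxidative stress response genes one of -0.082 with 13 of 19 below 0 (adjusted p = 0.0284; adjusted p = 0.500 with an estimated correlation; adjusted p = 0.134 without KAA1, 0.0968 without KAA3 and 0.145 without WM2). The oxidative stress response did not pass with the replicate block either. Over all tested clusters, and adjusted over the list alone, 0 members of these 4 lists passed.

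Targets of the ERK pathway changed as a set in either direction in mESC_WM_ by mixed fry (adjusted p = 0.0375 against mESC_FB_ and 0.0176 against mESC_KAA_), but not by camera (median -0.081, adjusted p = 0.0592, and median -0.17, adjusted p = 0.200). Spry4 was the 1 member that passed when adjusted over the list alone in both comparisons, and the phosphatase gene Dusp6 differed by -0.70 (standard error 0.23) and by -0.59 (standard error 0.23). Hypoxia-induced genes had a median of 0.0064 in mESC_WM_ against mESC_FB_ (adjusted p = 0.454) and 0.075 against mESC_KAA_ (adjusted p = 0.0581), with Adm, which encodes adrenomedullin, at 0.68 and Vegfa at 0.56 against mESC_FB_. In mESC_WM_ against mESC_FB_, the medians were -0.029 for p53 targets (adjusted p = 0.419), 0.10 for interferon-stimulated genes (adjusted p = 0.454), -0.035 for primed pluripotency (adjusted p = 0.454), 0.043 for mesoderm and primitive streak (adjusted p = 0.928), 0.045 for neural ectoderm (adjusted p = 0.502) and -0.021 for erythroid globin genes (adjusted p = 0.537).

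Fibroblast-type genes were higher in mESC_WM_ than in mESC_FB_, which remaining feeder cells could give, but their list passed only at the preset correlation (adjusted p = 0.739 with an estimated one) and not without FB1 (adjusted p = 0.132), WM1 (adjusted p = 0.0516) or WM2 (adjusted p = 0.192). The median difference of 5 collagens was 0.12, from 0.094 for Col5a2 to 0.29 for Col1a1, and each unadjusted p from limma was 0.0521 to 0.441 and their mean levels were 3.56 to 5.03, near the median of the arrays. The lines had been moved from feeders to gelatin before the arrays. Cells leaving pluripotency are another possible explanation, which cannot be told apart, because the naive list was lower (-0.13) while the lists of mesoderm and primitive streak and of primed pluripotency did not pass limma's camera.

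The lower level of 2-cell-like genes in mESC_KAA_ than in mESC_WM_ did not pass limma's camera (adjusted p = 0.284), so whether a single line carries it cannot be told apart: the highest unadjusted camera p without 1 line was 0.510, without WM2. Whether near-identical clusters carry it was not tested, because the list already takes 1 cluster per gene. The median of the list was 0.055 (bootstrap interval -0.049 to 0.556).

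Some values of Table 2 may come from clusters to which the annotation assigns no gene: of 13 genes that the table lists in more than 1 comparison, 5 had an unassigned cluster within 0.1 of all of the paper's values, more than the mean of 2.02 in random pairings, of which 18 of 1000 gave as many. This stays open, since random pairings reached 6 and most of the 13 genes had no such cluster.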
